# The Endosomal–Lysosomal Pathway Is Dysregulated by *APOE4* Expression *in Vivo*

**DOI:** 10.3389/fnins.2017.00702

**Published:** 2017-12-12

**Authors:** Tal Nuriel, Katherine Y. Peng, Archana Ashok, Allissa A. Dillman, Helen Y. Figueroa, Justin Apuzzo, Jayanth Ambat, Efrat Levy, Mark R. Cookson, Paul M. Mathews, Karen E. Duff

**Keywords:** Apolipoprotein E, *APOE*, *APOE4*, endosome, lysosome, Alzheimer's disease, transcriptomics, RNA-seq

## Abstract

Possession of the ε4 allele of apolipoprotein E (*APOE*) is the major genetic risk factor for late-onset Alzheimer's disease (AD). Although numerous hypotheses have been proposed, the precise cause of this increased AD risk is not yet known. In order to gain a more comprehensive understanding of *APOE4*'s role in AD, we performed RNA-sequencing on an AD-vulnerable vs. an AD-resistant brain region from aged APOE targeted replacement mice. This transcriptomics analysis revealed a significant enrichment of genes involved in endosomal–lysosomal processing, suggesting an *APOE4*-specific endosomal–lysosomal pathway dysregulation in the brains of *APOE4* mice. Further analysis revealed clear differences in the morphology of endosomal–lysosomal compartments, including an age-dependent increase in the number and size of early endosomes in *APOE4* mice. These findings directly link the *APOE4* genotype to endosomal–lysosomal dysregulation in an *in vivo*, AD pathology-free setting, which may play a causative role in the increased incidence of AD among *APOE4* carriers.

## Introduction

Apolipoprotein E (*APOE*) plays a vital role in the transport of cholesterol and other lipids through the bloodstream, as well as within the brain (Mahley and Rall, 2000; Han, 2004; Holtzman et al., 2012). In addition, possession of the ε4 allele of *APOE* is the primary genetic risk factor for developing late-onset Alzheimer's disease (AD). While *APOE4*'s role in AD has often been attributed to its ability to increase the aggregation and decrease the clearance of Aβ (Rebeck et al., 1993; Schmechel et al., 1993; Ma et al., 1994; Castano et al., 1995; Bales et al., 1997; Holtzman et al., 2000; Castellano et al., 2011), *APOE4* expression has also been shown to affect a wide array of Aβ-independent processes in the brain [see reviews by Huang (2010) and Wolf et al. (2013)], including a potential role in increasing the pathogenicity of other proteins, such as tau and α-synuclein (see review by Huynh et al., 2017).

Given these observations, it is important to elucidate the full range of effects that *APOE4* expression has on the brain in order to identify new mechanisms that might be responsible for the increased AD risk among *APOE4* carriers. To that end, we have performed RNA-sequencing on the entorhinal cortex (EC) and the primary visual cortex (PVC) from 14 to 15 month old *APOE3/4* vs. *APOE3/3* targeted replacement mice. *APOE* targeted replacement mice express human *APOE* in place of the mouse *Apoe* gene and are devoid of overt AD pathology (Sullivan et al., 1997, 2004). Since the majority of *APOE4* carriers possess only one ε4 allele (~22.2 vs. ~1.9% with two alleles, according to AlzGene), we chose to limit our initial comparison to mice expressing *APOE3/4* vs. *APOE3/3*. The EC was utilized as an AD-vulnerable brain region because it is one of the first brain regions to develop AD pathology (Braak and Braak, 1991; Bobinski et al., 1999), and it has been shown to be particularly vulnerable to *APOE4*-linked morphological changes (Shaw et al., 2007; Rodriguez et al., 2013; DiBattista et al., 2014). The PVC was utilized as an AD-resistant brain region because it is relatively spared in AD (Braak and Braak, 1991; Minoshima et al., 1997; Wang et al., 2010) and it has not been reported to demonstrate any *APOE4*-linked morphological changes.

Our transcriptomics analysis identified over 1,000 genes that were differentially affected by *APOE4* gene expression in the EC. Endosomal–lysosomal pathway genes were significantly enriched among these genes. To confirm the biological importance of these gene expression differences, we examined brain sections by immunohistochemistry from *APOE4/4* vs. *APOE3/3* mice, which revealed morphological differences in endosomal–lysosomal compartments in the *APOE4/4* mice, including an age-dependent increase in the number and size of early endosomes in the brains of these mice. Together, these findings implicate *APOE4* in the dysregulation of the endosomal–lysosomal pathway in the brain, which may be a contributing factor to the development of AD among *APOE4* carriers.

## Materials and methods

### Mice

All experimental procedures involving animals in this study were approved by and complied with the guidelines of the Institutional Animal Care and Use Committee of the Nathan Kline Institute and Columbia University Medical Center. Human *APOE* targeted replacement mice were originally developed by Sullivan et al. (1997, 2004). These targeted-replacement mice express human *APOE* under the control of the endogenous murine promoter, which allows for the expression of human *APOE* at physiologically regulated levels in the same temporal and spatial pattern as endogenous murine *Apoe*. For our initial transcriptomics analysis, 14–15 month old male *APOE3/4* vs. *APOE3/3* mice were used, whereas immunohistochemical analysis of endosomal and lysosomal morphology was performed on approximately equal numbers of male and female *APOE4/4* vs. *APOE3/3* mice at 6, 12, 18, and 25 months of age. Mice were derived from two separate colonies. The *APOE* genotype of the mice was confirmed either in-house by restriction fragment length polymorphism analysis following polymerase chain reaction (PCR), as previously described (Hixson and Vernier, 1990) or using a PCR-based method developed by Transnetyx (Cordova, TN).

### RNA extraction for transcriptomics analysis

Mouse numbers were selected to be similar to those used in previous experiments (Hauser et al., 2014; Dillman et al., 2016). Male mice expressing human *APOE3/3* (10 mice) or *APOE3/4* (19 mice) were aged to 14–15 months, at which point they were sacrificed by cervical dislocation, and brain tissues containing the EC and PVC were dissected and snap frozen on dry-ice. Brain tissues were stored in RNase-free eppendorf tubes at −80°C prior to extraction. Total RNA was extracted from frozen tissues by homogenizing each tissue sample using a battery-operated pestle mixer (Argos Technologies, Vernon Hills, IL) in 1 ml of TRIzol reagent according to the manufacturer's protocol (Life Technologies, Carlsbad, CA). RNA concentration was measured using a nanodrop 1000 (Thermo Fisher Scientific, Waltham, MA), and RNA integrity (RIN) was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All RNA samples possessed a RIN of 8 or higher. RNA was stored at −80°C prior to use.

### RNA-sequencing and analysis

Starting with 2 μg of total RNA per sample, Poly(A)+ mRNA was purified, fragmented and then converted into cDNA using the TruSeq RNA Sample Prep Kit v2 (Illumina cat# RS-122-2001) as per the manufacturer's protocol (Illumina, San Diego, CA). For RNA-Sequencing of the cDNA, we hybridized 5 pM of each library to a flow cell, with a single lane for each sample, and we used an Illumina cluster station for cluster generation. We then generated 149 bp single end sequences using an Illumina HiSeq 2000 sequencer. For analysis, we used the standard Illumina pipeline with default options to analyze the images and extract base calls in order to generate fastq files. We then aligned the fastq files to the mm9 mouse reference genome using Tophat (v2.0.6) and Bowtie (v2.0.2.0). In order to annotate and quantify the reads to specific genes, we used the Python module HT-SEQ with a modified NCBIM37.61 (containing only protein coding genes) gtf to provide reference boundaries. We used the R/Bioconductor package DESeq2 (v1.10.1) for comparison of aligned reads across the samples. We conducted a variance stabilizing transformation on the aligned and aggregated counts, and then the Poisson distributions of normalized counts for each transcript were compared across *APOE3/4* vs. *APOE3/3* groups using a negative binomial test. We corrected for multiple testing using the Benjamini-Hochberg procedure and selected all genes that possessed a corrected *p*-value of less than 0.05. Finally, a heat map based on sample distance and a volcano plot based on fold change and adjusted *p*-values were generated using the R/Bioconductor package ggplot2 (v2.0.0).

### Pathway analysis

Enriched KEGG pathways were identified using the ClueGo application (version 2.1.7) in Cytoscape (version 3.2.1). Briefly, all differentially expressed EC genes from the RNA-Seq analysis were entered into the application and searched for significantly enriched KEGG pathways possessing a Benjamini-Hochberg adjusted *p*-value of less than 0.05. For gene ontology (GO) pathway analysis, differentially expressed EC genes were entered into NIH's DAVID program (https://david.ncifcrf.gov/; version 6.8), and a functional annotation chart was generated for all significantly enriched GO Biological Process Terms, GO Cellular Component Terms and GO Molecular Function Terms possessing a Benjamini-Hochberg adjusted *p*-value of less than 0.05.

### Immunolabeling of fixed brain tissue

For immunolabeling of brain tissue, mice were transcardially perfusion-fixed with 4% paraformaldehyde in phosphate buffered saline (PBS). Brains were removed and post-fixed for 3 days in 4% paraformaldehyde in PBS at 4°C, and subsequently cut into 40 μm-thick coronal sections using a vibratome, as we have described previously (Choi et al., 2013). Free-floating sections were labeled with anti-Rab5a (sc-309; Santa Cruz Biotechnology, Santa Cruz, CA; dilution 1: 100) or an in-house anti-CatD rabbit polyclonal antibody (Yang et al., 2014). Tissue sections were also co-labeled with a Nissl stain to determine the border of the cell soma. Following binding of appropriate fluorophore-conjugated secondary antibodies (Invitrogen, Grand Island, NY; dilution 1:500), immunofluorescence was captured at 100 × magnification using an Axiovert 200M Fluorescence Imaging Microscope (Zeiss, Thornwood, NY) by a genotype-blinded observer. Quantification and morphometric analysis of labeled particles per cell was measured using ImageJ's automated particle analysis (NIH, Bethesda, Maryland) after thresholding the density of Rab5a or CatD-positive signal over background, as we have done previously (Choi et al., 2013). With this method, we obtained automated calculations of average area, particle count, and area fraction within a manually drawn border around the cell soma. Statistical analysis was performed using a Student's *t*-test between groups. Cell and mouse numbers were selected to be similar to those used in previous experiments (Choi et al., 2013; Jiang et al., 2016). For the quantifications in EC, we used *n* = 118 neurons from 7 mice (*APOE3/3*) and *n* = 85 neurons from 6 mice (*APOE4/4*) for Rab5a, and *n* = 126 neurons from 7 mice (*APOE3/3*) and *n* = 139 neurons from 7 mice (*APOE4/4*) for CatD. For the quantifications in cingulate cortex, we used *n* = 48 neurons (*APOE3/3*) and 52 neurons (*APOE4/4*) from 4 mice per genotype at age 6 months, *n* = 115 neurons (*APOE3/*3) and 88 neurons (*APOE4/4*) from 8 mice per genotype at age 12 months, *n* = 267 neurons (*APOE3/3*) and 286 neurons (*APOE4/4*) from 8 mice per genotype at age 18 months, and *n* = 342 neurons (*APOE3/3*) and 141 neurons (*APOE4/4*) from 8 mice per genotype at age 25 months.

### Data availability

The transcriptomics datasets generated during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository, accession # GSE102334.

## Results

### Altered gene expression is observed in the EC and PVC of aged *APOE3/4* vs. *APOE3/3* mice

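The RNA-sequencing data came from 58 libraries, 10 from *APOE3/3* and 19 from *APOE3/4* mice in each of the EC and the PVC. The same 29 animal numbers were used in both regions, so the measurements of the 2 regions came from the same mice. In *APOE* targeted replacement mice the human *APOE* gene stands in place of the mouse gene. Poly(A)+ RNA was sequenced as single-end reads, which the authors aligned to the mm9 mouse genome and counted per gene with HT-SEQ. The authors then compared the genotypes within each region with DESeq2. The data analysed here were the resulting tables, with 31246 genes per region, each with a mean normalized count over all mice of the region, a log2 fold change of *APOE3/4* over *APOE3/3*, its standard error, a Wald statistic and its *p*-value before and after Benjamini-Hochberg adjustment. No values of single mice were used, so the spread between mice enters only through the authors' standard errors, and the model was not fitted again. Total counts per library were not analysed here. The mean normalized counts summed to 49385488 in the EC and 27058393 in the PVC, a ratio of 1.83, and the median standard error of the genes with an adjusted *p*-value was 0.07 in the EC and 0.08 in the PVC. The authors' deposited table gave an adjusted *p*-value to 18320 genes in the EC and 16563 in the PVC. Recomputing the Benjamini-Hochberg adjustment from the *p*-values over those genes gave the deposited values back to within 5.07e-15 in the EC. The standard errors never exceeded 0.17 in the EC and 0.15 in the PVC, which is how fold changes shrunken toward 0 behave, so large changes of genes with few counts are understated. A test of the difference between the regions was added for each gene, from the fold changes and standard errors, with the errors of the regions treated as independent.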

In order to investigate the effect of *APOE4* expression in an AD-vulnerable vs. an AD-resistant brain region, RNA-sequencing was performed on RNA extracted from the EC and PVC of 14–15 month-old *APOE* targeted replacement mice expressing human *APOE3/4* (19 males) vs. *APOE3/3* (10 males). As shown in Figure 1A, the samples clustered independently based on brain region, but not based on genotype. This is likely due to the relatively small number of genes that were differentially expressed between *APOE3/4* and *APOE3/3* mice in each region versus the total number of genes analyzed. 

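In the authors' deposited table, 4.13% of the 31246 genes listed in the EC and 0.176% of those in the PVC had an adjusted *p*-value under 0.05. Of the genes that received an adjusted *p*-value at all, these were 7.05% in the EC and 0.332% in the PVC. The changes were small in the EC, where the differentially expressed genes had a median absolute log2 fold change of 0.21 and 47.2% of them changed by less than 0.2. In the PVC the median absolute log2 fold change of the differentially expressed genes was 0.46.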

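Benjamini-Hochberg adjustment of the deposited *p*-values gave 1291 differentially expressed genes in the EC and 55 in the PVC at an adjusted *p*-value under 0.05. Before adjustment, 4022 of the genes tested in the EC (22.0%) and 1642 of those in the PVC (9.91%) had a *p*-value under 0.05, where chance gives 5%. The Wald statistics had a robust spread of 1.60 in the EC and 1.17 in the PVC, where a spread of 1 is what unchanged genes give. Division of the statistics by that spread moved the counts most, to 11 genes in the EC and 23 in the PVC. Adjustment over all genes with a *p*-value gave 1073 and 48 genes. The overlap of the regions was 27 genes, 12 higher and 15 lower in *APOE3/4* mice in both, against 4.12 expected from independent lists (hypergeometric *p* = 1.5e-16, over 16534 genes tested in both regions). As the regions share their mice, this overlap is not that of independent experiments. *Serpina3m* had the smallest *p*-value in each region. The authors' deposited table gives it a log2 fold change of 3.97 (standard error 0.14) in the EC and 1.86 (standard error 0.15) in the PVC, few reads being behind both. *Serpina3m* and *Serpina3n* are neighbouring paralogs on chromosome 12 whose reads the counting could have split, so their separate values are uncertain.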

Using an FDR-corrected *p*-value of less than 0.05, we identified 1292 genes in the EC and 55 genes in the PVC that were differentially expressed between *APOE3/4* and *APOE3/3* (Tables S1, S2), out of a total of 31,246 genes analyzed. In the EC, 683 genes were decreased and 609 genes were increased in *APOE3/4* mice as compared to *APOE3/3* mice, while in the PVC, 28 genes were decreased and 27 genes were increased in APOE3/4 mice as compared to APOE3/3 mice (Figure 1B).

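The split by direction from the recomputed adjustment was 608 genes higher and 683 lower in the *APOE3/4* EC, and 27 higher and 28 lower in the *APOE3/4* PVC. The EC genes of the 2 directions differed in more than their sign. The higher genes had a median log2 fold change of 0.15, a median mean normalized count of 3049 and a median transcript length of 2403 bases. For the lower genes these were −0.35, 262 and 4286 bases. Transcript lengths came from the NCBIM37 annotation and were found for 86.5% of the EC genes. Among genes with a mean normalized count of at least 100, the EC log2 fold change fell with transcript length (Spearman rho −0.250 across genes, which are not independent replicates), and rho stayed at −0.216 over the genes not differentially expressed in either region. In the PVC rho was −0.228. Over genes of any mean count with a length and GC value, rho was −0.140 in the EC and −0.169 in the PVC. With a fitted trend on length, GC content and mean expression removed, a setting chosen after the data were seen, 164 genes were higher and 203 lower in the *APOE3/4* EC. Of the differentially expressed EC genes, 78.6% had the same sign in the PVC, and 225 had an unadjusted *p*-value under 0.05 there. Over all genes 57.5% had the same sign. As the regions share their mice, an error correlation of 0.3 with no effect of genotype gave between 72.3% and 78.0% over the 1238 genes with the largest simulated EC statistics. The effect itself differed between the regions for 167 of the 1291 genes (*z*-test of the difference of log2 fold changes, two-sided, adjusted over these genes) and for 437 before adjustment. These genes were selected by their EC value, which pushes their EC estimates away from 0. Simulated equal effects with the same selection, added after the data were seen, gave at most 5 such genes in 100 simulations. The simulations took the authors' standard errors as they are, while the EC Wald statistics had a robust spread of 1.60. Wider true errors in the EC would raise the simulated number, so the 167 are not settled as differences between the regions. With an assumed error correlation of 0.3 between the regions the count was 399, and with adjustment over all genes tested in both regions it was 7.

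**Figure D1:**
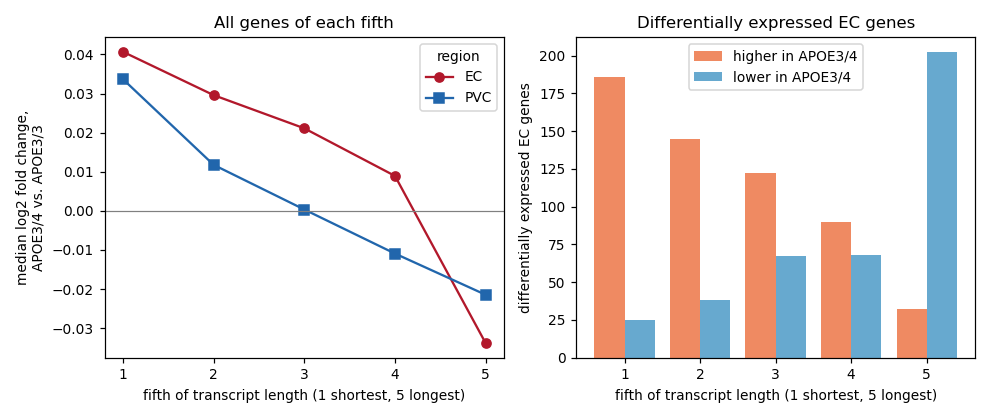
Median log2 fold change of *APOE3/4* vs. *APOE3/3* mice in 5 groups of equal size by transcript length, from shortest to longest (left, all genes with a mean normalized EC count of at least 100, EC and PVC) and number of differentially expressed EC genes in each group by direction (right). The median EC log2 fold change goes from 0.04 in the shortest group to −0.03 in the longest, where 32 genes were higher and 202 lower.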

**Figure 1:**
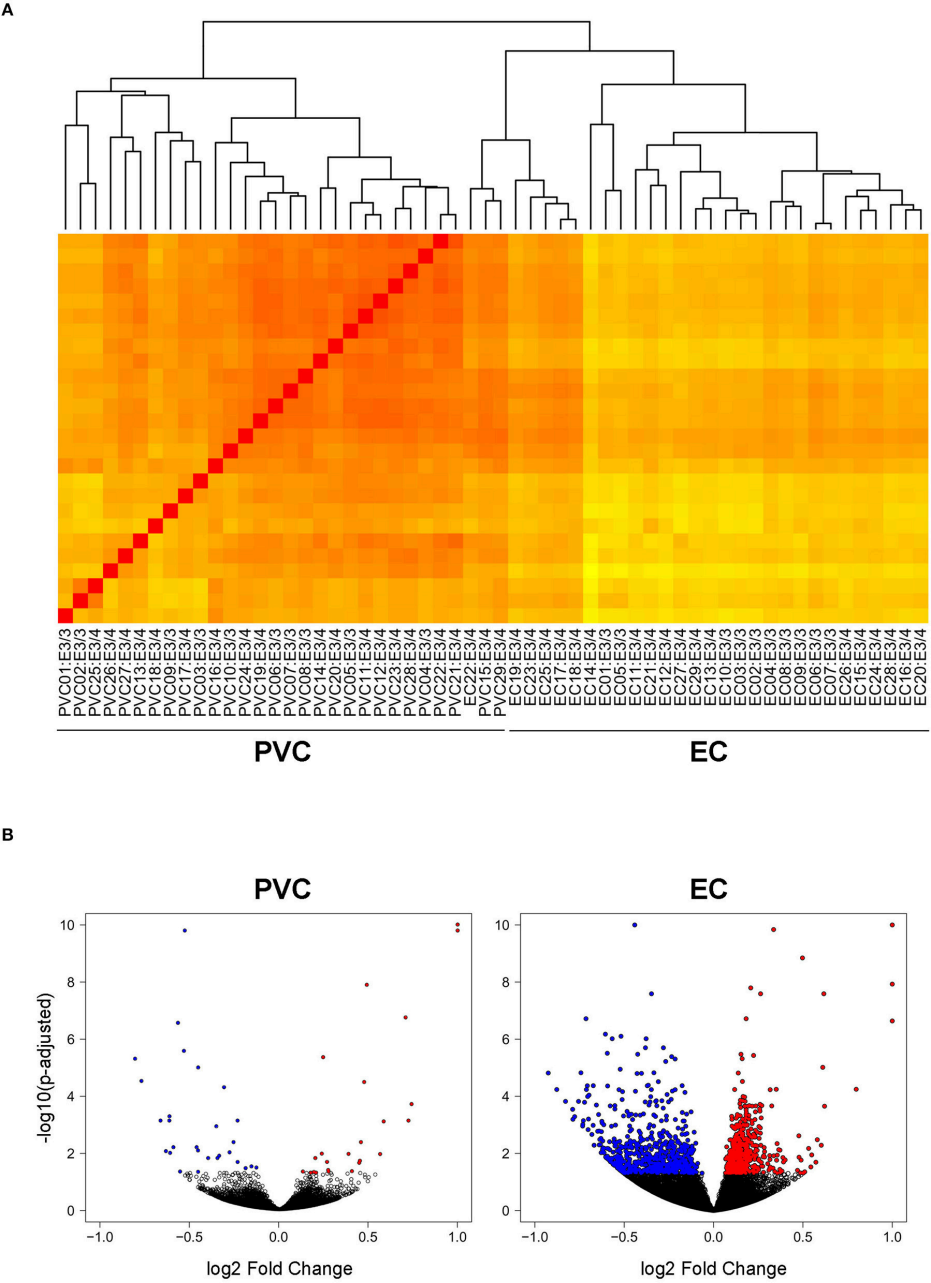
Transcriptomics analysis was performed on RNA extracted from the EC and PVC of aged *APOE3/4* vs. *APOE3/3* mice. RNA-sequencing was performed to analyze the effects of differential *APOE* isoform expression on RNA levels in the PVC and EC of aged *APOE* mice *APOE3/4* (19 *APOE3/4* males vs. 10 *APOE3/3* males). **(A)** A heat map visualizing the Euclidean distance between samples, with darker red colors indicating increased similarity. **(B)** Volcano plots visualizing the fold change and adjusted *p*-values of each gene that was differentially expressed in the PVC and EC of *APOE3/4* vs. *APOE3/3* mice.

### Genes related to endosomal–lysosomal system function are upregulated in the EC of aged *APOE3/4* vs. *APOE3/3* mice

In order to identify specific cellular pathways that are affected by differential *APOE* isoform expression in the EC, we performed KEGG pathway analysis on the differentially expressed genes from the EC of *APOE3/4* vs. *APOE3/3* mice using Cytoscape's ClueGo application. This analysis identified 9 KEGG pathways that were enriched with genes from the EC of *APOE3/4* vs. *APOE3/3* mice (Figure 2 and Table 1). 

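The genes drawn in Figure 2 for 8 of the pathways were read from the figure and looked up in the EC and PVC. All 89 genes had an adjusted *p*-value under 0.05 in the EC, 57 higher and 32 lower in *APOE3/4* mice, as they were drawn because they were differentially expressed. In the PVC 1 of them, *Fbxo5*, was differentially expressed, and 7 of the 89 had an effect that differed between the regions after adjustment over the differentially expressed EC genes. With adjustment over all genes tested in both regions the count was 0, and 29 had an unadjusted *p*-value under 0.05. All 12 drawn genes of the synaptic vesicle cycle pathway and all 20 of the oxidative phosphorylation pathway were higher in *APOE3/4* mice. The pathways share genes. The 9 V-ATPases make up 75.0% of the drawn genes of the synaptic vesicle cycle pathway, 45.0% of those of oxidative phosphorylation and 42.9% of those of the phagosome. Without them, the phagosome pathway has 7 genes higher and 5 lower. The Alzheimer's disease pathway has 16 genes higher and 6 lower, and the circadian rhythm pathway 5 higher and 3 lower. No enrichment test was run again, and the genes of the collecting duct pathway were not analysed here.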

An informal analysis of these results revealed that there were four major pathway groups affected by the *APOE3/4* genotype in the EC: vesicle function (synaptic vesicle cycle, collecting duct acid secretion and phagosome pathways), developmental genes (Hippo and Wnt signaling pathways), oxidative phosphorylation (oxidative phosphorylation pathway) and AD (Alzheimer's disease pathway).

**Figure 2:**
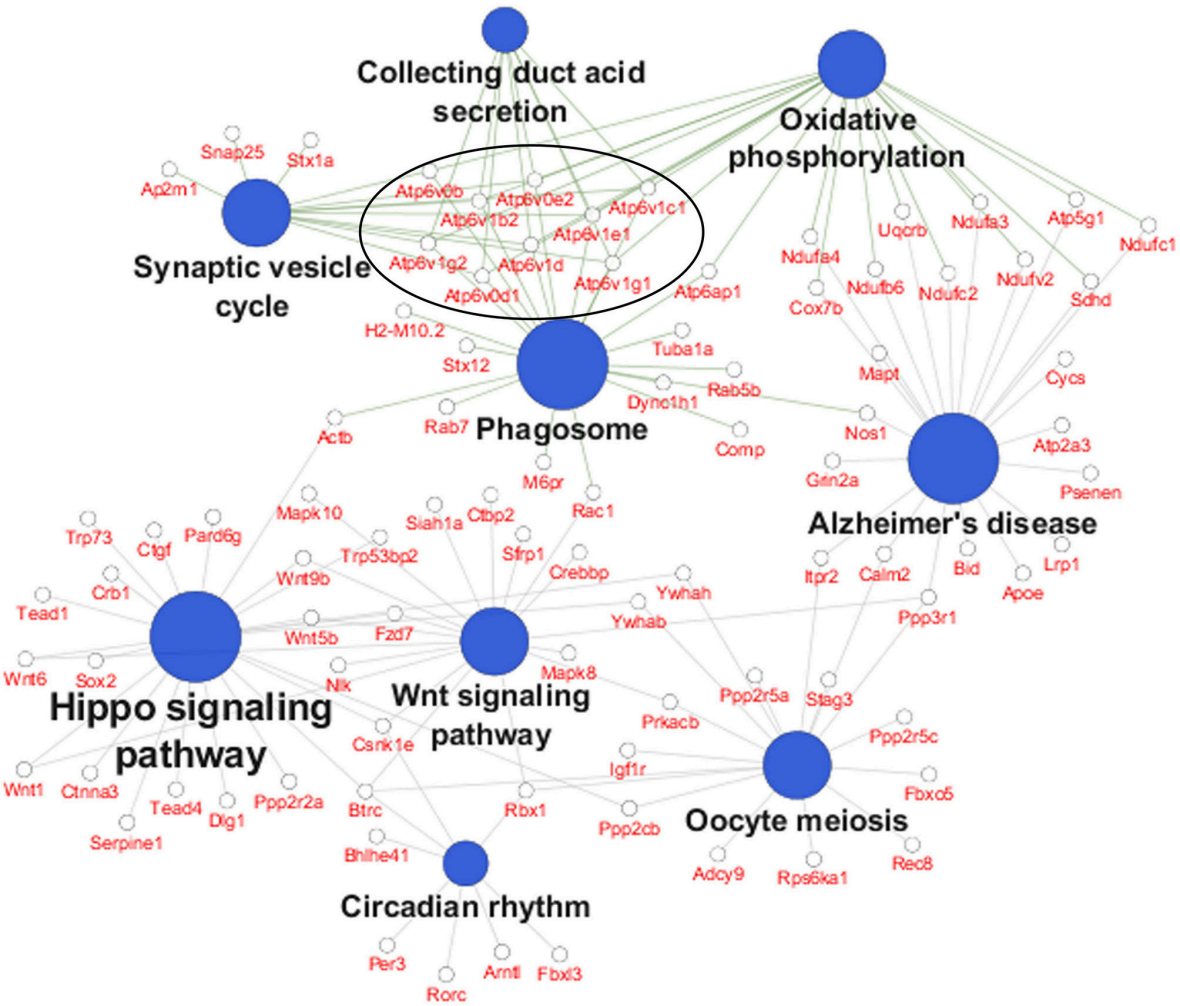
Pathway analysis reveals numerous pathways affected by differential *APOE* isoform expression. A pathway analysis was performed on the differentially expressed EC genes using Cytoscape's ClueGo application. Shown here are the significantly enriched KEGG pathways observed in the EC of *APOE3/4* vs. *APOE3/3* mice, with the 9 differentially expressed V-type ATPase genes circled. (Further details can be found in Table 1).

**Table 1:** Enriched KEGG Pathways in the EC of *APOE3/4* vs. *APOE3/3* mice.

**Gene ontology term**	**KEGG ID**	**Number of genes**	**Percent matched**	***p*-value**	**FDR**
Hippo signaling pathway	4390	23	14.7	2.64E-05	0.004
Synaptic vesicle cycle	4721	12	19.4	1.77E-04	0.006
Oxidative phosphorylation	190	20	14.2	1.52E-04	0.007
Collecting duct acid secretion	4966	8	29.6	9.52E-05	0.007
Circadian rhythm	4710	8	25.8	2.76E-04	0.008
Oocyte meiosis	4114	17	14.7	3.18E-04	0.008
Alzheimer's disease	5010	22	12.3	0.001	0.017
Phagosome	4145	21	12.1	0.001	0.024
Wnt signaling pathway	4310	18	12.6	0.002	0.025

*Shown are all KEGG pathways enriched in the APOE3/4 vs. APOE3/3 EC that possessed a false discovery rate (FDR) of less than 0.05, with additional information on the number of genes that were found in each pathway and the percentage of the total genes that were matched for each pathway*.

While all of these KEGG pathway groups are intriguing, we focused on the vesicle function group. As highlighted in Figure 2, an important contributor to the difference in the vesicle function group was an increase in the expression of 9 Vacuolar H^+^-ATPases (V-ATPases) in the EC of *APOE3/4* mice (Figure 3A). 

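The V-ATPase is a proton pump built from many subunits, and 22 genes whose symbol starts with Atp6v are listed, of which 19 received an adjusted *p*-value in the EC. Of these 19, 9 were differentially expressed and higher in *APOE3/4* mice and 0 were lower. Among all other genes tested, 7.01% were differentially expressed (Fisher's exact test, two-sided, odds ratio 11.9, *p* = 2.0e-06, with genes treated as independent). Genes of the same expression level would have given 1.46 higher genes. The median log2 fold change of the 22 genes was 0.10, the 100th percentile of 10000 random gene lists matched on mean expression, and 99.96 when lists were also matched on transcript length. With the fitted trend on length, GC content and mean expression removed, which was chosen after the data were seen, the median of the 19 genes with a trend value went from 0.11 to 0.02 and its percentile from 99.99 to 87.2. The 9 genes rose by little and precisely. In the authors' deposited table their log2 fold changes run from 0.11 for *Atp6v1d* to 0.17 for *Atp6v1g1*, and their adjusted *p*-values from 4.8e-06 for *Atp6v1e1* to 0.033 for *Atp6v1d*. *Atp6v1e1*, on chromosome 6 of NCBIM37 from 120745263 to 120772703, has a log2 fold change of 0.16 (standard error 0.03) at a mean normalized count of 14370 in the authors' deposited table. At an adjusted *p*-value under 0.01, 6 of the 9 genes were still differentially expressed. None were after division of the Wald statistics by their robust spread or after removal of the fitted trend.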

V-ATPases are vital for the acidification and function of a wide range of vesicular compartments, including phagosomes in macrophages and microglia, synaptic vesicles in neurons, and endosomes, lysosomes and autophagosomes in numerous cell types (Marshansky et al., 2014; Cotter et al., 2015). In order to further explore this pathway enrichment, we also performed a DAVID analysis for Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) Gene Ontology (GO) terms (Table 2), and we found that differentially expressed EC genes were enriched in “endosome,” “lysosomal membrane” and “extracellular exosome” GO terms, in addition to numerous other vesicle and transport-related GO terms. For this reason, we chose to direct our attention to the effect of differential *APOE* isoform expression on the endosomal–lysosomal system.

**Figure 3:**
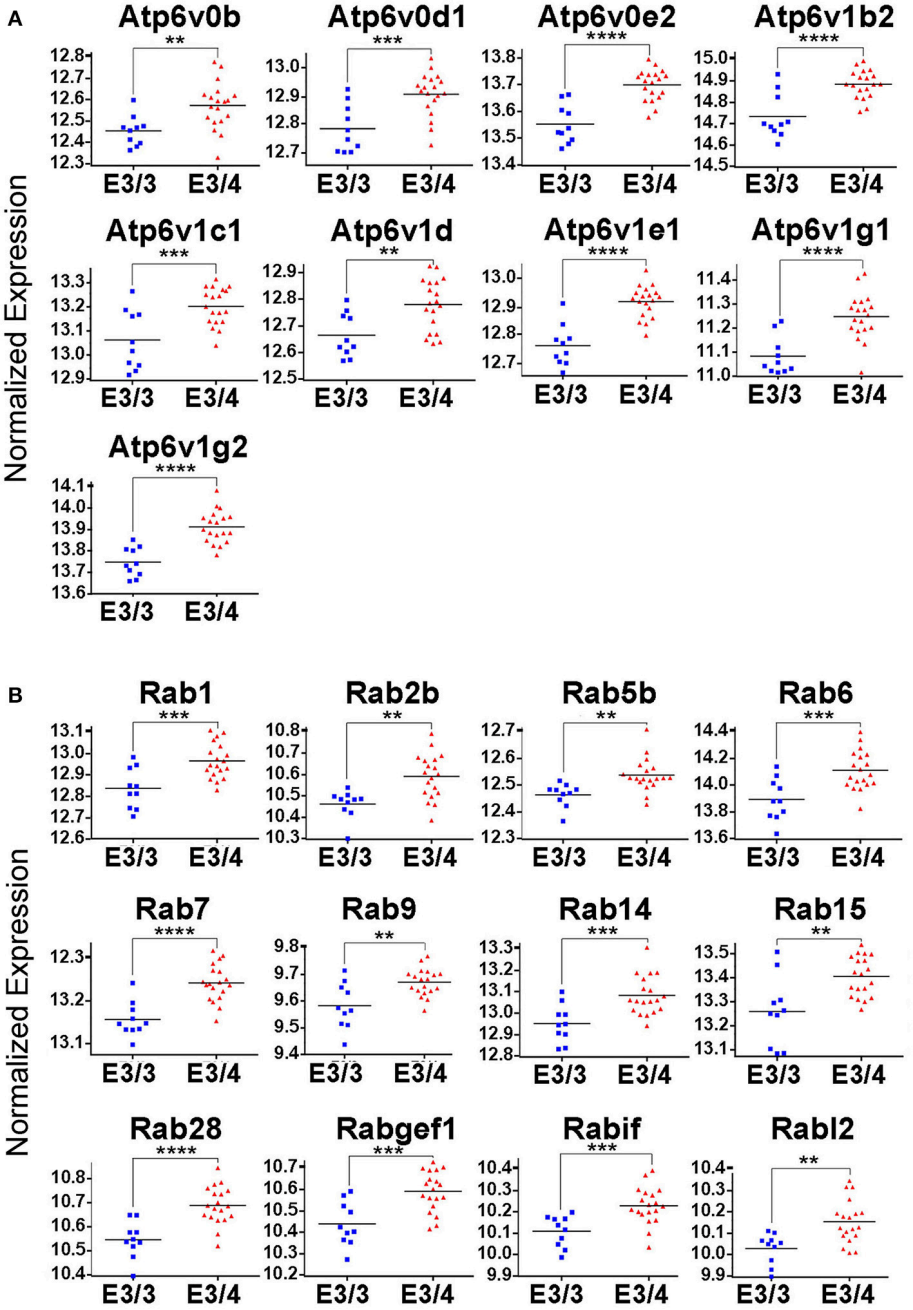
Genes related to endosomal–lysosomal system function are upregulated in the EC of *APOE3/4* mice. Our RNA-Seq analysis of EC genes from aged *APOE3/4* vs. *APOE3/3* mice revealed an enrichment of upregulated genes related to endosomal–lysosomal system function. **(A)** Differentially regulated V-type ATPases in the EC of *APOE3/4* vs. *APOE3/3* mice. **(B)** Differentially regulated Rab GTPases in the EC of *APOE3/4* vs. *APOE3/3* mice. (^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001).

**Table 2:** Enriched Gene Ontology Terms in the EC of *APOE3/4* vs. *APOE3/3* mice.

**Gene ontology term**	**Gene ontology database**	**Number of genes**	**Percent matched**	***p*-value**	**FDR**
Protein binding	GOTERM_MF_DIRECT	315	28.2	2E-16	2.4E-13
Cytoplasm	GOTERM_CC_DIRECT	430	38.5	1.8E-12	1.1E-09
Cytosol	GOTERM_CC_DIRECT	150	13.4	6.6E-11	2.1E-08
Membrane	GOTERM_CC_DIRECT	439	39.3	1.7E-10	3.6E-08
**Extracellular exosome**	GOTERM_CC_DIRECT	198	17.7	1.9E-09	3E-07
Mitochondrion	GOTERM_CC_DIRECT	134	12	9.5E-08	0.000012
Cytoplasmic vesicle membrane	GOTERM_CC_DIRECT	22	2	3.8E-07	0.00004
Cell junction	GOTERM_CC_DIRECT	67	6	0.0000008	0.000071
Myelin sheath	GOTERM_CC_DIRECT	27	2.4	0.0000029	0.00022
Transport	GOTERM_BP_DIRECT	141	12.6	0.0000003	0.0011
Focal adhesion	GOTERM_CC_DIRECT	40	3.6	0.000024	0.0017
Axon	GOTERM_CC_DIRECT	38	3.4	0.000037	0.0021
**Lysosomal membrane**	GOTERM_CC_DIRECT	28	2.5	0.000036	0.0023
Neuron projection	GOTERM_CC_DIRECT	40	3.6	0.00012	0.0052
Golgi membrane	GOTERM_CC_DIRECT	39	3.5	0.0001	0.0053
SNARE complex	GOTERM_CC_DIRECT	11	1	0.00011	0.0055
**Endosome**	GOTERM_CC_DIRECT	48	4.3	0.00014	0.0058
Cytoskeleton	GOTERM_CC_DIRECT	82	7.3	0.00027	0.01
Nucleoplasm	GOTERM_CC_DIRECT	129	11.6	0.00032	0.012
Perinuclear region of cytoplasm	GOTERM_CC_DIRECT	56	5	0.00034	0.012
Cell surface	GOTERM_CC_DIRECT	51	4.6	0.00061	0.02
Vesicle	GOTERM_CC_DIRECT	19	1.7	0.0012	0.038
Melanosome	GOTERM_CC_DIRECT	14	1.3	0.0014	0.038
Synaptic vesicle	GOTERM_CC_DIRECT	16	1.4	0.0014	0.04
Rhythmic process	GOTERM_BP_DIRECT	20	1.8	0.000025	0.043
Postsynaptic density	GOTERM_CC_DIRECT	24	2.2	0.0017	0.044
Centrosome	GOTERM_CC_DIRECT	37	3.3	0.0017	0.046

*All GO terms enriched in the APOE3/4 vs. APOE3/3 EC that possessed a false discovery rate (FDR) of less than 0.05, with additional information on the GO database they were found in, the number of genes that were found from each GO term and the percent of genes that were matched for each GO term (GO terms directly related to the endosomal–lysosomal system are in bold)*.

In addition to the increased expression of V-ATPases, further mining of the RNA-Seq data revealed 12 different Rab GTPases and associated genes (Figure 3B), including Rab5b and Rab7, which are vital for the formation and function of early and late endosomes, respectively, as well as several other important regulators of endosomal–lysosomal function, including Atp6ap1, Atp6ap2, Snx3, Snx15, Vps4a, Vps24, Vps29, Vta1, and Mp6r. 

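The 12 Rab GTPases and associated genes and the 9 other regulators were all higher in the *APOE3/4* EC at a recomputed adjusted *p*-value under 0.05. Together with the V-ATPases they make 30 genes with a median EC log2 fold change of 0.13, from 0.07 for *Rab5b* to 0.21 for *Rab6*. The gene the paper prints as Mp6r was read as *M6pr*. In the authors' deposited table *Rab7* has a log2 fold change of 0.10 (standard error 0.02, adjusted *p* = 5.0e-04), and *Rab5b* has an adjusted *p*-value of 0.027. *Rab5a* has a log2 fold change of 0.13 and an adjusted *p*-value of 0.147 in the authors' deposited table, and is not among the differentially expressed genes. Of all 64 tested genes named Rab with a number, 9 were differentially expressed, all higher (14.1%, against 7.02% of the other genes; Fisher's exact test, two-sided, *p* = 0.044). Genes of the same expression level would have given 3.38 higher genes. The median log2 fold change of the 67 listed Rab genes was 0.04, at the 97.1th percentile of expression-matched random lists, which is inside the middle 95% of such lists. Matching on transcript length as well gave 87.4. This family goes by symbol alone. It includes genes that are not Rab GTPases, such as *Rab11fip1* and *Rab3gap1*, and leaves out *Rabgef1*, *Rabif* and *Rabl2*. Its percentile without the former was not computed. Of the 30 genes, 26 remained differentially expressed when *p*-values were adjusted over all genes with a *p*-value and 13 at an adjusted *p*-value under 0.01. None of the 30 remained after division of the Wald statistics by their robust spread. None of the 29 genes with a length and GC value, which *Vps24* lacks, remained after removal of the fitted trend on length, GC content and expression.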

Intriguingly, all of these genes were found to be upregulated in the *APOE3/4* EC, which we hypothesize might represent a compensatory effect in response to a broad dysregulation of the endosomal–lysosomal system in the EC of these *APOE3/4* mice. Importantly, none of these genes were shown to be differentially expressed in the PVC, suggesting that *APOE4*-mediated endosomal–lysosomal pathology may be occurring predominantly in AD-vulnerable brain regions such as the EC.

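In the PVC, none of the 30 genes passed an adjusted *p*-value of 0.05, either over all genes tested or adjusted over the list alone, which is not independent evidence because the study chose the list on these mice. The smallest of these adjusted *p*-values were 0.414 and 0.493. Before adjustment 3 genes, *Rab7*, *Snx3* and *Vps24*, had a *p*-value under 0.05. The estimates in the PVC were positive for 27 of the 30 genes, with a median log2 fold change of 0.04 at the 96.6th percentile of expression-matched random lists. Lists matched on transcript length as well put it at 50.6. A gene that passes the threshold in only 1 region need not differ between the regions, so the difference was tested for each gene. The EC estimate was above the PVC estimate for all 30 genes, which is favoured by their selection for being higher in the EC. The difference, which this selection also enlarges, had an unadjusted *p*-value under 0.05 for 10 genes and an adjusted one under 0.05 for 4 when adjusted over the list alone, namely *Atp6v0e2*, *Rab2b*, *Rabl2* and *Atp6v1b2*. Over all genes tested in both regions the count was 0. With an assumed error correlation of 0.3 between the regions, 9 of the 30 differed. The largest contrast by this test was *Atp6v0e2*, with log2 fold changes of 0.14 in the EC and −0.02 in the PVC in the authors' deposited table, a difference with an adjusted *p*-value of 0.011 over the 30 genes. For *Vps24* the log2 fold changes in the authors' deposited table are 0.11 and 0.10. From the absence of differentially expressed genes of this group in the PVC, the paper proposes that the endosomal–lysosomal effect of *APOE4* occurs mainly in regions vulnerable to AD.

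**Figure D2:**
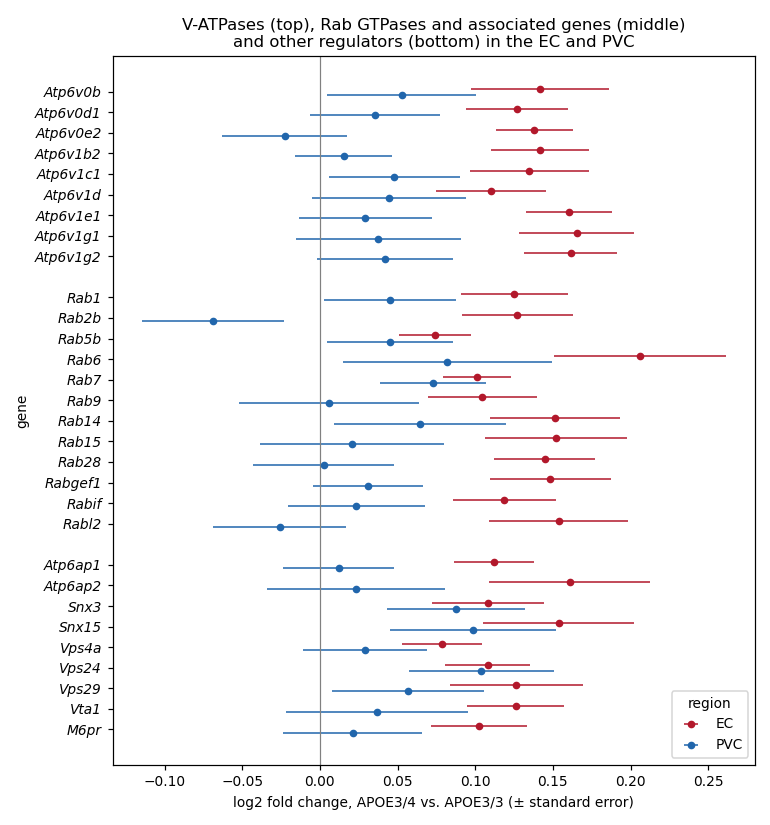
Log2 fold changes of *APOE3/4* vs. *APOE3/3* mice for the 30 genes in the EC (red) and the PVC (blue), in the authors' deposited table. Points are estimates and bars are ± 1 standard error. All 30 EC estimates and 27 of the 30 PVC estimates lie above 0.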

### The morphology of endosomal–lysosomal compartments is altered in the brains of aged *APOE4/4* mice

Abnormalities in the endosomal–lysosomal system are prominent in AD (see review by Nixon, 2017). Enlarged early endosomes are among the first cellular pathological features observed in AD pathogenesis (Cataldo et al., 2000, 2004; Nixon et al., 2000; Nixon, 2005), even prior to amyloid deposits in a given brain region, and AD-related enlarged early endosomes occur to a greater degree in the brains of *APOE4* carriers (Cataldo et al., 2000). Building upon our transcriptomics findings and to determine whether endosomes are similarly affected by *APOE4* expression in the absence of overt AD pathology, we investigated the endosomal–lysosomal system in the brains of 18-month-old *APOE4/4* vs. *APOE3/3* targeted replacement mice, as has been done in human tissue (Cataldo et al., 2000). 18-month-old *APOE4/4* vs. *APOE3/3* mice were chosen in order to gain a more robust picture of the endosomal–lysosomal changes observed in the transcriptomics results. Focusing initially on the EC of these mice, we quantified Rab5a immunolabeling of early endosomes in pyramidal neurons (Figure 4), as we have done previously on other AD-related mouse models (Choi et al., 2013; Jiang et al., 2016). In *APOE4/4* mice, we observed an increase in the mean number (8.5 ± 0.5 *APOE3/3*, 11.7 ± 0.8 *APOE4/4* particles/cell; *p* = 0.0007; Figure 4B) and area fraction (0.6 ± 0.05% *APOE3/3*, 0.8 ± 0.07% *APOE4/4* of cell area; *p* = 0.02; Figure 4D) of Rab5a-positive neuronal early endosomes when compared with age-matched *APOE3* mice. No significant differences were seen in average endosomal size between the genotypes (140 ± 7.0 *APOE3/3*, 157 ± 8.0 *APOE4/4* in nm2; *p* = 0.12; Figure 4C).

**Figure 4:**
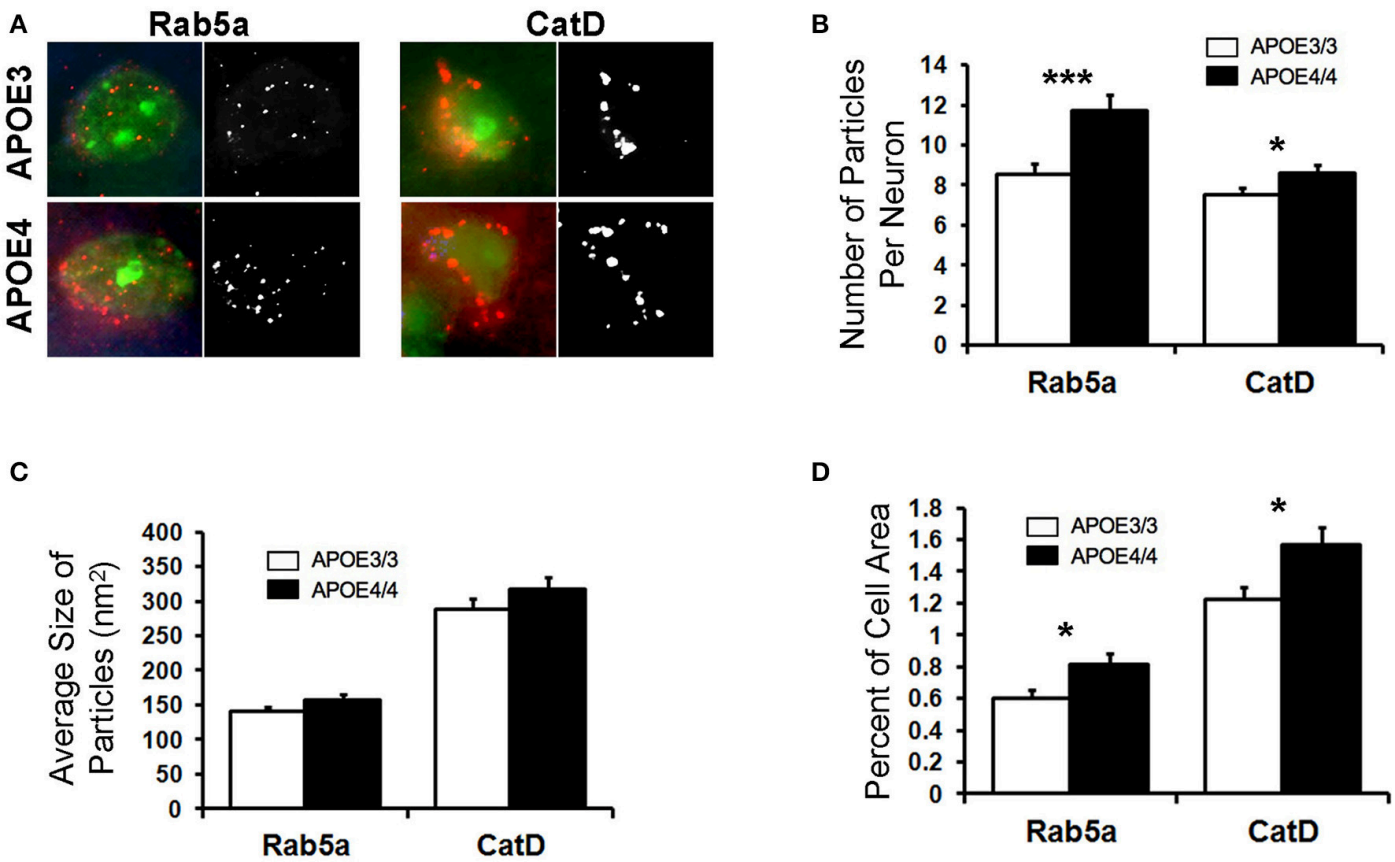
The number and area fraction of Rab5a- and CatD-immunoreactive compartments are increased in the EC of aged *APOE4/4* vs. *APOE3/3* mice. Rab5a-immunoreactive early endosomes and CatD-immunoreactive lysosomes were quantified in the entorhinal cortex of 18 month-old *APOE3/3* and *APOE4/4* mice. **(A)** Representative images showing Rab5a and CatD immunolabeling (red), co-stained with Nissl (green). Black and white images were generated in ImageJ and used for quantification. **(B–D)** Quantification of average Rab5a- and CatD-positive compartment number **(B)**, size **(C)**, and area fraction **(D)** in *APOE4/4* vs. *APOE3/3* mice. (^*^p < 0.05; ^***^p < 0.001).

To analyze the effect of *APOE4* genotype on distal endosomal–lysosomal pathway compartments in neurons, we performed immunolabeling for cathepsin D (CatD), an acid protease that is localized primarily to lysosomes (Figure 4). As with the Rab5a-positive early endosomes, we saw an increase in the mean number (7.5 ± 0.3 *APOE3/3*, 8.6 ± 0.4 *APOE4/4*; *p* = 0.04; Figure 4B) and area fraction (1.2 ± 0.8 *APOE3/3*, 1.6 ± 0.11 *APOE4/4*; *p* = 0.02; Figure 4D) of CatD-positive compartments in the EC of *APOE4/4* mice, as compared to *APOE3/3* controls. Average size of the CatD-positive compartments was not changed between genotypes (288.5 ± 15.8 *APOE3/3*, 317.1 ± 22.3 *APOE4/4*; *p* = 0.22; Figure 4C).

In order to further characterize the effect of *APOE4* on early endosomes, we performed a larger study of Rab5a-positive early endosomes in the cingulate cortex of 6, 12, 18, and 25 month old *APOE4/4* vs. *APOE3/3* mice (Figure 5). The cingulate cortex was chosen because, like the EC, it is vulnerable to AD pathology (Leech and Sharp, 2014) and to *APOE4*-specific deficits (Valla et al., 2010). Additionally, we previously characterized early endosomal alterations in this region in amyloid precursor protein transgenic mice (Choi et al., 2013) and, as it is larger than the EC, we anticipated that characterizing early endosomes in this region would facilitate our aging analysis. While no differences were seen in early endosome size, number or area fraction at 6 or 12 months of age, an increase in mean early endosome number (an increase of 30.5 ± 4.0%; Figure 5B), size (33.5 ± 8.0%; Figure 5C), and area fraction (70.1 ± 4.8%; Figure 5D) was seen in the 18 month-old *APOE4/4* mice as compared to *APOE3/3* controls, a difference that persisted in the 25 month-old animals (endosome number: 73.3 ± 8.4%; size: 20.7 ± 2.7%; area fraction: 71.8 ± 10.4%). This magnitude of early endosome change is similar to that which was reported in Down syndrome mouse models (Cataldo et al., 2003), and is similar to the APOE4-dependent early endosomal alteration seen in human neurons in the prefrontal cortex in early-stage AD (Cataldo et al., 2000).

**Figure 5:**
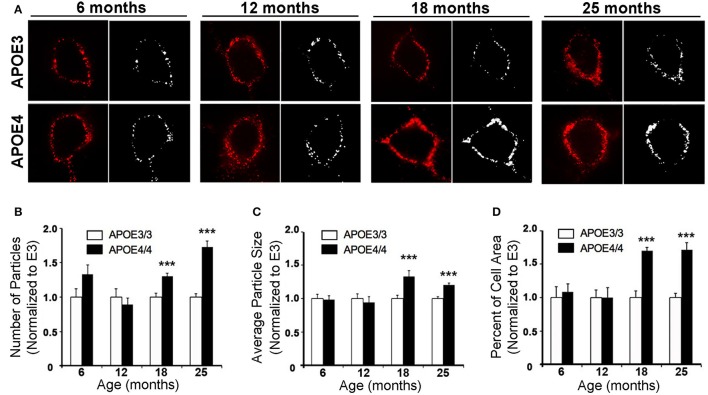
The number, size and area fraction of Rab5a-immunoreactive early endosomes are increased in the cingulate cortex of *APOE4/4* vs. *APOE3/3* mice with age. Rab5a-immunoreactive early endosomes were quantified in the cingulate cortex of 6, 12, 18, and 25 month-old *APOE3/3* and *APOE4/4* mice. **(A)** Representative images showing Rab5a immunolabeling (red). Black and white images were generated in ImageJ and used for quantification. **(B–D)** Quantification of average Rab5a-positive early endosome number **(B)**, size **(C)**, and area fraction **(D)** in *APOE4/4* vs. *APOE3/3* mice. (^***^p < 0.001; findings are normalized to the mean *APOE3/3* value at each age in order to compare between age groups).

## Discussion

Carriers of the ε4 allele of *APOE* are at a significantly increased risk of developing late-onset AD (Farrer et al., 1997). However, the exact cause of *APOE4*'s association with AD is not fully understood. One potential mediator of *APOE4*'s pathogenicity in AD may be disruption of the endosomal–lysosomal system, a process that is vital to cellular function and viability. Intriguingly, enlarged early endosomes are observed early in the pathogenesis of AD (Cataldo et al., 2000, 2004; Nixon et al., 2000; Nixon, 2005), and are present to a greater degree in the brains of *APOE4* carriers (Cataldo et al., 2000). However, it is not clear if incipient AD pathology may play a role in the enlarged early endosome phenotype in *APOE4* carriers. Interestingly, familial AD (FAD) caused by presenilin mutations does not exhibit the same abnormal endosomal phenotype (Cataldo et al., 2000), nor is presenilin mutation-induced FAD influenced by *APOE* genotype (Van Broeckhoven, 1995; Houlden et al., 1998), suggesting that amyloid pathology does not directly cause this early endosomal enlargement. While several studies have observed a deleterious effect of *APOE4* on the fidelity of the endosomal–lysosomal system *in vitro*, the majority of these studies have been performed using immortalized cell lines with either exogenously added recombinant apoE protein or *APOE* overexpression systems (DeKroon and Armati, 2001; Ji et al., 2002; Yamauchi et al., 2002; Heeren et al., 2004; Ye et al., 2005; Rellin et al., 2008; Chen et al., 2010; Li et al., 2012). Therefore, we sought to determine if *APOE4* isoform expression impairs the endosomal–lysosomal pathway in an endogenous, *in vivo* setting that is free of AD pathology.

Using a well-characterized mouse model of human *APOE* isoform expression that does not develop amyloid plaques or neurofibrillary tangles (Sullivan et al., 1997, 2004), we were able to demonstrate that *APOE4* expression directly causes endosomal–lysosomal system dysregulation using both transcriptomics and immunohistochemistry. In our RNA-sequencing analysis, we discovered an *APOE4*-dependent upregulation of a wide array of endosome and lysosome-related genes, including 9 V-type ATPases and 12 Rab GTPases, in the EC of aged *APOE3/4* mice (Figure 3), which is suggestive of general endosomal–lysosomal pathway dysfunction. Furthermore, two of the Rab GTPase genes that we found to be upregulated in the transcriptomics analysis, the early endosome effector Rab5 and the late endosome effector Rab7, have also been found to be consistently upregulated in human cases of AD in selectively vulnerable neuronal populations (Ginsberg et al., 2010a,b, 2011). Additionally, gene expression of CatD is also upregulated in AD pyramidal neurons (Cataldo et al., 1995). Endosomal–lysosomal system abnormalities were confirmed through immunohistochemistry, which showed an increase in the size and area fraction of Rab5a-containing early endosomes and CatD-containing lysosomes in the EC of aged *APOE4/4* mice (Figure 4). An age-dependent increase in the number, size and area fraction of Rab5a-containing early endosomes in the cingulate cortex of 18- and 25-month old (but not 6- and 12-month old) *APOE4/4* mice (Figure 5) was also seen. Together, these findings demonstrate that *APOE4* expression causes an age-dependent alteration in the endosomal–lysosomal system in the brain that is independent of overt AD pathology. Given the importance of the endosomal–lysosomal pathway in both the production of Aβ (see review by Thinakaran and Koo, 2008) and the clearance of pathogenic proteins (see review by Nixon, 2017), we believe that *APOE4*-associated endosomal–lysosomal system dysregulation may be an early instigator of AD pathogenesis among *APOE4* carriers.

In addition to our observation of an enrichment in differentially expressed endosomal–lysosomal genes, our transcriptomics analysis revealed many other intriguing genes that were found to be differentially expressed in the EC of aged *APOE3/4* vs. *APOE3/3* mice, which we hope will spur additional research on the possible effects of these genes in *APOE4*-associated AD pathogenesis. The observation that differential *APOE* isoform expression affects two major developmental pathways (Hippo signaling and Wnt signaling; Figure 2) is of potential interest for *APOE* biology in general, since *APOE4* has been shown to alter brain development, with infants carrying the *APOE4* allele possessing region-specific differences in their white matter myelin water fractions (MWF) and gray matter volumes (GMV) compared to non-carriers (McDonald and Krainc, 2014) and juveniles carrying the *APOE4* allele exhibiting reduced EC volumes compared to non-carriers (Shaw et al., 2007). Furthermore, *APOE4* has been shown to inhibit Wnt signaling *in vitro* (Caruso et al., 2006).

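The 23 genes drawn for Hippo signaling split into 10 higher and 13 lower in the *APOE3/4* EC, with a median log2 fold change of −0.18. The 18 drawn for Wnt signaling split into 11 higher and 7 lower, with a median of 0.10. In the PVC the medians were 0.01 and 0.03, and none of the genes was differentially expressed there, although 6 Hippo and 2 Wnt genes had an unadjusted *p*-value under 0.05. The effect differed between the regions, after adjustment over the differentially expressed EC genes, for 2 of the Hippo genes and 1 of the Wnt genes. With adjustment over all genes tested in both regions it did for 0 of either, and 9 and 5 had an unadjusted *p*-value under 0.05.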

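The 9 genes *Atp5g1*, *Atp6ap1*, *Cox7b*, *Ndufa3*, *Ndufa4*, *Ndufb6*, *Ndufc2*, *Ndufv2* and *Sdhd* had a median log2 fold change of 0.12 in the EC, at the 99.98th percentile of random lists matched on mean expression, and were short, with a median transcript length of 1001 bases. They ran from 0.09 for *Sdhd* to 0.17 for *Ndufb6*. The paper named these genes as upregulated in the same EC data. That selection favours a high EC percentile and a larger EC than PVC estimate, so neither is independent evidence. In the authors' deposited table the EC adjusted *p*-values of these genes lie between 2.2e-04 and 0.044. In the PVC their median log2 fold change was 0.03, at the 78.4th percentile, 7 of the 9 were positive, and none had an unadjusted *p*-value under 0.05. The difference between the regions had an unadjusted *p*-value under 0.05 for 2 of the 9 genes and an adjusted one under 0.05, over all genes tested in both regions, for 0. At an adjusted *p*-value under 0.01 in the EC 2 of the 9 genes remained, and none did after removal of the fitted trend on length, GC content and expression. *Ndufa3* lies on chromosome 7, as *Apoe* does, so DNA carried along with the targeted *Apoe* allele stays open for it.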

Another intriguing finding was that several genes involved in the mitochondrial oxidative phosphorylation process (*Atp5g1, Atp6ap1, Cox7b, Ndufa3, Ndufa4, Ndufb6, Ndufc2, Ndufv2*, and *Sdhd*) are upregulated by *APOE4*. Although other studies have shown reduced glucose utilization in various brain regions of *APOE4* carriers (Reiman et al., 1996, 2001, 2004), these results suggest that *APOE4* may increase glucose-driven oxidative phosphorylation in the EC. In addition, we found a specific enrichment in genes that have previously been shown to be related to Alzheimer's disease pathogenesis, including *Mapt* and *Psenen*. These results warrant further investigation to determine the roles of these important genes in *APOE4*-associated AD susceptibility.

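In the authors' deposited table *Mapt* has an EC log2 fold change of 0.12 (standard error 0.02, adjusted *p* = 5.8e-05) at a mean normalized count of 28853. *Psenen* has one of 0.14 (standard error 0.04, adjusted *p* = 0.031) in the authors' deposited table, at a mean normalized count of 1130. In the PVC the authors' deposited table gives log2 fold changes of 0.01 for *Mapt* and 0.07 for *Psenen*, with unadjusted *p*-values of 0.604 and 0.288. Neither gene was differentially expressed in the EC after division of the Wald statistics by their robust spread. After removal of the fitted trend on length, GC content and expression *Mapt* was (adjusted *p* = 5.8e-04) and *Psenen* was not. *Psenen* lies on chromosome 7, as *Apoe* does, so DNA carried along with the targeted *Apoe* allele stays open for it.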

In total, these findings inform on *APOE* neurobiology and how it may act to increase AD pathogenesis, most notably through a dysregulation of the endosomal–lysosomal system. In addition, we anticipate that the transcriptomics results presented here will facilitate additional research into the link between *APOE4* and AD.

## Author contributions

This study was designed and managed by TN, KP, PM, and KD. Animal care and breeding was performed by HF. RNA extraction, RNA-Sequencing and data processing was performed by TN and AD in the laboratory of MC. Pathway analysis was performed by TN in the laboratory of KD. Immunohistochemistry was performed by KP in the laboratories of PM and EL Quantification of endosomal and lysosomal compartments was performed by KP, AA, JuA, JaA, and TN. Manuscript preparation was performed by TN, KP, and PM with input from EL, MC, and KD.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Endosomal–Lysosomal Pathway Is Dysregulated by APOE4 Expression in Vivo
**Source:** Front Neurosci. 2017 Dec 12;11:702. doi: 10.3389/fnins.2017.00702
**Supplement:** Table S1 — Differentially expressed genes from the EC of APOE3/4 vs. APOE3/3 mice.

## *Supplementary Material*

### **The Endosomal-Lysosomal Pathway is Dysregulated by *APOE4***

#### **Expression *In Vivo***

Tal Nuriel, Katherine Y. Peng, Archana Ashok, Allissa A. Dillman, Helen Y. Figueroa, Justin Apuzzo, Jayanth Ambat, Efrat Levy, Mark R. Cookson, Paul M. Mathews, and Karen E. Duff

\*These two authors contributed equally to this work and are co-first authors.

**Correspondance:** Paul Matthews, ; Karen Duff, 

## Supplementary Tables

Table S1. Differentially expressed genes from the EC of *APOE3/4* vs. *APOE3/3* mice

**Table S2. Differentially expressed genes from the PVC of *APOE3/4* vs. *APOE3/3* mice**

How the deposited data were processed for this re-analysis (not part of the article)

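RNA-sequencing of the EC and PVC of male *APOE* targeted replacement mice was analysed, with 10 *APOE3/3* and 19 *APOE3/4* mice per region and 58 libraries in all. Samples were assigned to region and genotype from their labels, and the group sizes were checked against the methods. The authors aligned the reads to mm9, counted them per gene with HT-SEQ and compared the genotypes within each region with DESeq2.

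The authors deposited 1 table of results per region, and these hold no values of single mice. The mean normalized count is the authors' mean over all libraries of a region of counts divided by size factors, treated here as a signal. The log2 fold change and its standard error are as the authors deposited them, and the size of the standard errors shows that they were shrunken toward 0. The Wald score was deposited by the authors and equals the log2 fold change divided by its standard error, which was checked on every gene. Each p-value, and each p-value after Benjamini-Hochberg adjustment, was computed by the authors and deposited with the other values. No count model could be fitted, and depth per library was not analysed here. Precision is given by the authors' standard errors, with a median of 0.07 in the EC and 0.08 in the PVC.

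From these tables the following were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Benjamini-Hochberg adjustment was repeated over the genes with a deposited adjusted *p*-value, with a threshold of 0.05. The difference between regions was tested gene by gene with a two-sided *z*-test. The medians of gene lists were set against 10000 random lists of the same size from 20 bins of mean expression. A list outside the 2.5th to the 97.5th percentile was taken to stand apart. A trend of log2 fold change on exon length, GC content and mean expression was fitted with splines, weighted by the standard errors, over the genes of a region with an adjusted *p*-value, a length and a GC value, which were 15674 in the EC and 14747 in the PVC. Other genes have no trend value. Removal of the trend also removes its constant term. Symbols were matched to the NCBIM37 annotation for 81.2% of the genes listed and 94.7% of those tested in the EC, and 85.6% of the latter had a GC value. Spreadsheet dates stood in place of 25 symbols, and 4701 matched genes are annotated as not protein coding.

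The procedures were tested on simulated data for 14728 genes. All of 200 changed genes were recovered and 11 of 14528 unchanged genes were called. The difference test recovered 63.0% of the 200 changed genes and called 0 unchanged ones. The changes were made several standard errors large, and errors were drawn from the authors' standard errors. High recovery of such calls was therefore set beforehand, and it does not give the power for smaller effects. Of 20 unshifted lists, 19 fell in the middle 95%. An error correlation of 0.3 between regions, with no effect of genotype, gave a Spearman rho of 0.287 between the regions.

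The rules for naming genes in the text were set before the data were examined. Named genes are those the paper names, the 10 smallest *p*-values and the 5 largest changes per direction in each region, members of the families and lists discussed, and genes on the chromosome of *Apoe* that were differentially expressed in both regions. Marker lists for the hippocampus, choroid plexus, meninges, endothelium, astrocytes, oligodendrocytes, microglia and neurons, and lists of glucocorticoid-responsive, clock and immediate early genes, were fixed at the same time. By then the first rows of Table S1, all of Table S2 and Figures 1 to 3 had been read, and 11 genes of the lists had been seen there as differentially expressed, so the lists were also tested without them. Numerical limits of 1.2 for a spread near 1 and of 6% for a share near 5%, and the simulated references for the slope between regions, for selection by the EC value and for the share of equal signs, were set after the values were seen.

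Alternatives were adjustment over all genes with a *p*-value, a minimum mean normalized count of 10 for calls, division of the Wald statistics by their robust spread, a threshold of 0.01, an error correlation of 0.3, random lists without matching or matched on length too, and a minimum of 100 counts for lists and correlations. Removal of the fitted trend, undoing the shrinkage and lists without genes seen earlier were added after the data were seen. The immunohistochemistry, the Gene Ontology analysis and the clustering of samples were not analysed here.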

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

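The tests of hippocampal, choroid plexus, glucocorticoid, time-of-day, handling, flanking-DNA, library-preparation and shrinkage explanations were chosen after the results were seen. So were the test of transcript length alone and the simulated references for the slope and for selection by the EC value. The length-matched random lists used in the transcript length test were an alternative set beforehand.

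The effect of genotype differed between the regions for 167 differentially expressed EC genes, for 4 of the 30 named endosomal–lysosomal genes, and for 10 of all 16534 genes tested in both regions. The 167 and 4 come from sets selected by their EC value and adjusted over those sets alone, and with adjustment over all genes they were 7 and 0, with 437 and 10 at an unadjusted *p*-value under 0.05. A difference in depth was tested as the reason for the longer EC list. If the effects were equal and only the precision differed, simulated data gave slopes of PVC on EC log2 fold change between 0.54 and 0.63 over the EC genes in 100 simulations, and the observed slope was 0.33, or 0.34 without *Serpina3m*. Over all genes 8.56% differed at an unadjusted *p*-value under 0.05, where errors alone give 5%. Both values argue against depth as the whole explanation. In the same simulations selection by the EC value gave at most 5 genes with a different effect. These comparisons rest on the authors' standard errors, and the EC statistics spread more widely than these errors imply. A difference in biology between the regions stays open and so do differences in dissection.

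*Serpina3m* was the clearest of the 10 genes, with log2 fold changes of 3.97 in the EC and 1.86 in the PVC in the authors' deposited table. Stronger shrinkage in the PVC was tested by undoing the shrinkage that the standard errors imply. The values became 5.15 and 3.48 and the difference kept a *p*-value of 4.7e-07, so shrinkage alone does not account for it. Reads shared with paralogs were not tested.

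Marker genes of tissue next to the EC were lower in *APOE3/4* mice. The dentate gyrus and hippocampus list had a median log2 fold change of −0.38 in the EC, below all 10000 random lists, with 6 of its 15 genes differentially expressed, and −0.01 in the PVC. The choroid plexus list had a median of −0.31 in the EC, with 1 of 15 genes differentially expressed, and *Ttr* had −0.31 at an adjusted *p*-value of 0.249 in the authors' deposited table. Without the genes seen in Table S1 earlier the medians were −0.27 and −0.26, still at or below the 0.05th percentile. The most abundant hippocampal genes, *Wfs1*, *Zbtb20* and *C1ql3*, had 0.03, −0.57 and −0.02 in the authors' deposited table, and cortex expresses several genes of the list too. More hippocampal or choroid plexus tissue in the *APOE3/3* EC samples is a candidate explanation for part of the 683 lower genes, which had a median of −0.35. A change of expression within the EC was not tested and stays open.

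The meninges and fibroblast list had a median of −0.11 in the EC, at the 0.07th percentile, and 0.20 in the PVC, above all random lists. The EC value meets what was written beforehand for more meningeal tissue in the *APOE3/3* EC samples, so this may also contribute, although 0 of the 12 genes were differentially expressed, 0 had an unadjusted *p*-value under 0.05 and the list moved less than the lower genes did. Its most abundant genes, *Igf2* and *Dcn*, had log2 fold changes of −0.14 and −0.17 in the EC in the authors' deposited table. The opposite direction in the PVC of the same mice points to dissection or to the region, which were not separated.

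Lists of brain cell types also moved. In the EC astrocyte genes had a median of −0.11, at the 0.01th percentile, with 2 of 10 genes differentially expressed and 5 at an unadjusted *p*-value under 0.05, and endothelial genes 0.13, above all random lists, with 1 and 4 of 10. Oligodendrocyte genes had 0.11 with 0 and 0 of 10, and microglial genes 0.073 with 1 and 2 of 10, so these shifts rest on small changes in the same direction. In the PVC oligodendrocyte genes had −0.10 with 0 and 0, and microglial genes 0.081 with 0 and 1. The neuron list, with 9 genes found, had 0.07 in the EC, at the 88.8th percentile, inside the middle 95%. All 9 were positive, 3 were differentially expressed and 4 had an unadjusted *p*-value under 0.05, which goes with a larger share of neurons. A larger share of neurons in the *APOE3/4* EC samples would lower the other cell types alike. Astrocyte and endothelial genes instead moved apart beyond the random lists, so a larger share of neurons alone does not account for these lists. Whether it raised the V-ATPase genes cannot be told from them and stays open. Other changes of composition were not tested.

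Glucocorticoid-responsive genes were lower in both regions, with medians of −0.16 in the EC and −0.16 in the PVC, below all random lists. Without the 3 genes seen earlier the medians were −0.10 and −0.13. A lower glucocorticoid response in the *APOE3/4* mice is a candidate explanation for some of the lower EC genes, such as *Fkbp5* and *Plin4*. As the list moved equally in the PVC, it says nothing about why more genes were found in the EC. Stress, housing and an effect of genotype stay open.

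Clock genes had a median of −0.058 in the EC, with 1 of 15 genes differentially expressed and higher and 3 lower, and −0.13 in the PVC, with 0 differentially expressed and 7 at an unadjusted *p*-value under 0.05. *Arntl* and *Npas2* were higher and *Dbp*, *Per3*, *Nr1d1* and *Tef* lower in *APOE3/4* mice in both regions, which is the direction of opposite phases in 12 of the 12 values. These 6 genes were picked from the 15 after the values were seen, and some, such as *Nr1d1*, lay within 1 standard error of 0, so the agreement decides nothing about the time of day of dissection. Of the other 9 genes, 2 were positive and 7 negative in the EC, and 1 and 8 in the PVC. The time of day of dissection and an effect of genotype both stay open. Without the genes seen in Figure 2 the EC list was at the 4.46th percentile, inside the middle 95%, and the PVC list stayed below all random lists.

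Immediate early genes had medians of 0.35 in the EC and 0.37 in the PVC, above all random lists, with 1 of 10 genes differentially expressed in the EC and 0 in the PVC, and 8 and 7 genes at an unadjusted *p*-value under 0.05. The shift in both regions of the same mice, with the PVC median of 0.37, is the pattern itself and was known when the comparison was set. It therefore does not tell handling, or the order in which the mice were killed, from an effect of genotype on neuronal activity, and both stay open. Animal numbers ran mostly in blocks of a single genotype, so an order that followed them would be confounded with genotype.

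Of the 26 genes with a position that were differentially expressed in both regions, 8 lie on chromosome 7, which also carries *Apoe*. These are 30.8% of the genes, against 7.70% of those tested (Fisher's exact test, *p* = 5.3e-04, adjusted over 20 chromosomes 0.0107). Chromosome 6, which does not carry *Apoe*, has 5 of the 26 (19.2% against 4.91%, *p* = 0.0079, adjusted 0.0786), which does not pass 0.05 after adjustment. The 8 genes are *Oscar*, *Tmc4*, *Rdh13*, *Gm15494*, *Ptprh*, *Gm1078*, *Hif3a* and *Gm1082*, between 3.56 and 31.3 Mb of NCBIM37, while *Apoe* lies at 20.3 Mb. All 8 lie in the first 35 Mb, which holds 2.43% of the genes with a position tested in both regions. DNA carried along with the targeted *Apoe* allele, differing between the *APOE3* and *APOE4* lines, stays open. The share on the chromosome is the pattern itself and does not test it further. As 6 of the 8 lie within 5 Mb of the start of the chromosome, an unrelated segment there stays open too. DNA carried along with the allele also stays open for *Ndufa3*, at 3.57 Mb, and *Psenen*, at 31.3 Mb, both higher in the *APOE3/4* EC.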

How the results depend on the processing

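Removal of the fitted trend, undoing the shrinkage and the lists without genes seen earlier were chosen after the results were seen, and all other alternatives before the data were examined.

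Adjustment over all genes with a *p*-value, or over genes with a mean normalized count of at least 10, kept every count of differentially expressed genes within 1.5 times. These counts ranged from 1073 to 1298 in the EC and from 48 to 64 in the PVC.

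Division of the Wald statistics by their robust spread left 11 genes in the EC (9 higher, 2 lower), 23 in the PVC (11 higher, 12 lower) and 7 in both regions. With it the EC list is shorter than the PVC list. All 11 and all 23 were among the genes found without it. The division assumes that most of the wide spread is not an effect of genotype, which was not shown. It also moved the share of higher genes in the EC from 47.1% to 81.8%.

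At an adjusted *p*-value under 0.01, 491 genes were differentially expressed in the EC (225 higher, 266 lower) and 31 in the PVC, of which 12 were higher. Fewer genes follow from the stricter threshold itself. With the fitted trend removed the EC had 367 genes, 164 higher and 203 lower, of which 298 were among the 1291, and the PVC had 50. Genes without an adjusted *p*-value, a length or a GC value drop out of this setting by construction.

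The Spearman correlation of log2 fold changes between the regions was 0.220 over all genes, 0.289 over genes with a mean normalized count of at least 100 and 0.247 with Wald statistics. The cause of these shifts was not tested.

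The number of EC genes whose effect differed between the regions, 167, became 399 with an error correlation of 0.3 and 7 with adjustment over all genes. For the 30 named genes, 4 became 9 and 0, with 10 genes at an unadjusted *p*-value under 0.05. A positive correlation narrows the error of the difference, and adjustment over more genes raises the adjusted values. With the shrinkage undone the counts were 136 and 4. The number of the 30 genes past 0.05 in the PVC was 0 and rose to 3 without adjustment.

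The percentile of the V-ATPase family in the EC stayed between 99.96 and 100 in the alternatives set beforehand. Against unmatched random lists the Rab family rose to 99.98 in the EC and 97.78 in the PVC, and the 30 named genes to 99.82 in the PVC, each now outside the middle 95%. Highly expressed genes have higher fold changes in these tables, and unmatched lists ignore that. When random lists were matched on transcript length too, the PVC percentiles of the V-ATPase family and the Rab family crossed the middle of the random lists, to 46.36 and 44.42.

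Of 41 single genes named in the EC, all differentially expressed, 6 were lost with adjustment over all genes with a *p*-value, 26 at the stricter threshold, and 41 after division by the robust spread. Removal of the trend lost 39 of the 40 that had a trend value, all but *Mapt*. Adjustment, a stricter threshold and division by the spread cannot change a sign. Removal of the trend can, and it reversed none of the 40 genes. For the differences between regions of the 30 single genes, the alternatives set beforehand gave 51 unchanged, 4 weaker and 5 stronger results.

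No paired analysis was possible because the tables hold no values of single mice, although the EC and PVC samples share animal numbers. For the same reason leaving out each mouse in turn was not possible, and other splits of the mice were not run. Depth per library was not analysed here. The median standard error, which limits how small a change the test finds, was 0.07 in the EC and 0.08 in the PVC.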

Differences from the paper's values

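None of the tests behind these values was chosen after the results were seen.

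None of the values compared differed from the paper's by more than 1.5 times in the main setting. Small differences remained. The recomputed EC count was 1291 genes against the paper's 1292, and 608 of them were higher in *APOE3/4* mice against the paper's 609. The counts of lower EC genes and of PVC genes were the same as the paper's.

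Figure 3 marks every V-ATPase and Rab gene with a *p*-value under 0.01. With the Benjamini-Hochberg adjusted *p*-value that selected the genes, 6 of the 9 V-ATPases and 4 of the 12 Rab genes are under 0.01.

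The discussion counts Rab5 among the genes raised in the transcriptomics. *Rab5b* is differentially expressed, while *Rab5a*, the protein stained in the tissue sections, has an adjusted *p*-value of 0.147 in the EC in the authors' deposited table.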

Other observations

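The test of library preparation and that of transcript length alone were chosen after the results were seen. The length-matched random lists that the latter uses were an alternative set beforehand.

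The EC log2 fold change fell with transcript length in genes that were not differentially expressed too. Spearman rho was −0.216 with a mean normalized count of at least 100 and −0.109 with any mean count. With at least 100 counts, the medians of these genes went down step by step over 5 groups of length. They went from 0.03 to −0.03 in the EC and from 0.03 to −0.02 in the PVC. A difference in RNA integrity or library preparation between the groups may explain such a trend. The paper states that its mice came from more than a single colony, without giving the colony of the sequenced mice. Animal numbers in the sample labels ran mostly in blocks of a single genotype. If colony or preparation followed these numbers, it would be confounded with genotype. Some libraries of both genotypes were labelled as resequenced. Which mice were prepared together was not analysed here. A biological difference that follows transcript length stays open.

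A trend fitted on exon length, GC content and mean expression together was then removed, so the values that follow are not the effect of length alone. Of the EC genes with a trend value, 26.7% stayed differentially expressed. This combined trend is a candidate explanation for many of the 1291 genes. For the 19 V-ATPase genes with a trend value the median went from 0.11 to 0.02 and the percentile from 99.99 to 87.2. For 64 Rab genes the percentile went from 94.8 to 74.7. The named genes with a trend value, all of the 30 but *Vps24*, kept a median of 0.06, above all random lists. They had been selected for being higher in the EC. Transcript length alone does not account for the V-ATPase family, which lay at the 99.96th percentile of lists matched on length and expression. The combination with GC content may. These values do not show that the rise is technical, because short and highly expressed genes share functions and a real change of them would be removed as well.

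The robust spread of the EC Wald statistics was 1.60 and fell to 1.36 without the combined trend, so that trend accounts for a part of the wide spread and not for all of it. In the PVC it fell from 1.17 to 1.08. Variation shared among mice within a group, or many small effects of genotype, stay open and were not tested.

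*Apoe* itself, listed under its mouse symbol, has a log2 fold change of 0.16 (standard error 0.05, adjusted *p* = 0.030) in the EC and 0.13 (adjusted *p* = 0.574) in the PVC in the authors' deposited table. The difference between the regions had an unadjusted *p*-value of 0.743. These mice carry the human gene, and how its reads were assigned to the mouse gene was not analysed here. *Ctsd*, which encodes the lysosomal enzyme stained in the paper, has a log2 fold change of 0.02 (adjusted *p* = 0.814) in the EC in the authors' deposited table.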
